A study of Homo sapiens with 13 samples. Its data were reported in "GeneChip analysis of human embryonic stem cell differentiation into hemangioblasts: an in silico dissection of mixed phenotypes" (2007).

How the data were processed

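The samples were 6 hESC-derived arrays (ESCs, day 3.5 EBs and BCs, each from the H1 and the H9 line) and 7 arrays of normal breast, bulk tissue or organoid. RNA of the hESC-derived samples was extracted with a column kit and labelled with biotin by the standard array protocol. For the breast samples the labels give no extraction protocol. The deposited values were log2 intensities per probe set. The study describes background adjustment, quantile normalization and summary with RMA. The submitters' processing notes name RMA for the hESC-derived samples and GCRMA for the breast samples, with versions not given in the sources used here. Quantiles of 12 of the 13 columns lay close together, but the interquartile range was 2.49 to 2.59 on 5 hESC-derived arrays and 2.80 to 2.88 on breast, so whether all were normalized in 1 run is not settled. The H1 BC column had a narrower distribution. The values were used as deposited. All 13 columns were used.

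Of 54675 probe sets, 41097 carried 1 gene symbol, 1801 several and 11777 none in the annotation used, for 19775 named genes. The 62 control probe sets were left out of the tests, which leaves 54613, and 35 sex-linked genes were left out of the names. A linear model was fitted to each probe set with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with the data.table package, version 1.17.8. Comparisons between stages used the 6 hESC-derived arrays (3 residual and 2.84 prior degrees of freedom), and comparisons with breast used all 13 (9 and 2.97). Adjusted p-values are Benjamini-Hochberg values over the 54613 probe sets of a comparison, two-sided, with a threshold of 0.05. The study's own criterion, a log odds B above 0, was run beside it. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

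Groups, comparisons, gene lists, the rule for named genes and all alternatives but 3 were fixed before the data were examined. A gene was represented by its probe set with the highest mean over the 13 arrays, among those with 1 symbol and without cross-hybridizing sets where others existed. Named genes were at most the 10 largest increases and 10 largest decreases past the threshold with the same sign in H1 and H9, up to 4 members of each list that passed (or 2 as values where none did), and genes the study followed on these samples. Of these TDGF1 was not used here. Enriched sets were defined by a call above breast at one stage and no such call at another. A set of probe sets that rose in EBs and then fell in BCs was also counted. Its 2 comparisons share the EB arrays, which cannot be split between them, so part of any excess may come from shared arrays. No comparison had 3 or more arrays in both groups, so other splits of the samples were not counted.

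The 27 gene lists covered pluripotency, primitive streak and mesoderm, endoderm and yolk sac or liver, neuroectoderm, BMP targets, VEGF ligands and receptors, hypoxia, HOX, globins, heme biosynthesis, erythroid membrane and proteins, hematopoietic transcription factors, megakaryocyte and platelet, endothelial, myeloid, lymphoid, cardiac, smooth muscle, coagulation, neurotransmitter receptors, cell cycle, breast epithelial, fibroblast and stroma, adipocyte, immediate early, MHC and an immunocytochemistry panel. They held 434 genes, of which 390 had a probe set of their own, 14 lay on probe sets shared with other genes and 30 others were not used here. Each list was tested in each comparison with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 162 tests. Camera ranks the list against all other genes, whereas fry tests whether the list's genes move, on balance, one way. Camera called 99 tests at the preset correlation and 8 with an estimated correlation, all 8 among the 99, and fry called 80. The 8 were the breast epithelial list in the 3 comparisons with breast, the pluripotency list in ESCs and EBs against breast, the mesoderm list in EBs against breast, and the globin and erythroid lists in BCs against breast. With an estimated correlation p rose even where the estimate lay below the preset 0.01. For the erythroid list in BCs against EBs the estimate was -0.0056, and camera's unadjusted p rose from 3.06e-15 to 0.00337. A call lost with an estimated correlation therefore does not show that correlation between genes accounts for it.

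The replicate numbers pair arrays of the same cell line. Across probe sets, the deviations of the same line correlated at 0.19 between ESCs and EBs, 0.14 between EBs and BCs and -0.13 between ESCs and BCs, and the line was not used as a block in the tests reported, only as an alternative. The other alternatives were leaving out the 50% dimmest probe sets, quantile normalization of the 13 columns, centring each array on its median, eBayes with trend and robust, other samples in the fit, leaving out each ESC, EB and BC array in turn, B above 0, and the mean over a gene's probe sets. Another 3 were chosen after seeing the data, B above 0 with the H1 or H9 BC array left out, for each of 2 results, and H1 and H9 exchanged in BCs as a crossed block. The self-test planted changes in 200 simulated probe sets. Of those changed 8-fold it recovered 93%, 90% and 92% in the 3 comparisons between stages and 99%, 98% and 99% in those with breast. Of those changed 2-fold it recovered 0%, 1% and 0%, and 61%, 55% and 48%. The number of arrays limits the precision.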

Results

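Gene expression was measured on 13 whole-genome arrays. Undifferentiated human embryonic stem cells (ESCs), embryoid bodies (EBs) at day 3.5 and blast cells (BCs) were each measured on 2 arrays, 1 from the H1 line and 1 from the H9 line. The other 7 arrays held normal breast tissue or breast organoids, which the labels do not tell apart. ESCs are pluripotent cell lines, EBs are the aggregates they form when differentiation begins, and BCs are cells grown from EBs that can give rise to blood and endothelium. The H1 cells carried a green fluorescent protein. Readings near or below the middle of an array's values are not shown to be above background, so differences from them describe readings and not a known ratio of transcripts. The number of arrays limits the precision, and nothing in the labels says that replicates were separate cultures beyond the 2 lines, so p-values measure the spread between these arrays. Levels are given as log2 mean ± SD (n = 2 for ESCs, EBs and BCs, n = 7 for breast), and differences as log2 fold change ± SE. The difference of each gene said to have risen or fallen had the same sign in H1 and in H9.

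The H1 BC array stood apart from the other 12. Its 95th percentile was 7.86 (8.68 to 8.96 on the others), its interquartile range was 2.10 (2.49 to 2.88) and its median was 5.19 (4.94 ± 0.03, SD, n = 12). The 3' probe set of ACTB, which encodes a cytoskeletal actin, read 11.56 on it and 12.64 to 13.08 on the others. Across probe sets its correlation with the H9 BC array was 0.901, against 0.972 for the ESC pair, 0.972 for the EB pair and 0.972 to 0.985 between breast arrays (probe sets are not independent replicates). Genes with a mean of 9 to 10 on the BC arrays read lower on the H1 than on the H9 array (median -1.20), and those of 4 to 5 read higher (0.30). Counts for BCs are therefore also given without this array. The 3' minus 5' difference lay between 0.31 and 1.22 for ACTB and between 0.36 and 0.84 for GAPDH, a glycolytic enzyme. A probe set for 18S ribosomal RNA read 8.58 in H1 EBs, 5.28 in H9 EBs, 7.66 in H1 BCs, 6.90 in H9 BCs, 4.60 and 4.48 in ESCs, and 3.33 to 3.98 in breast.

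**Figure D1:**
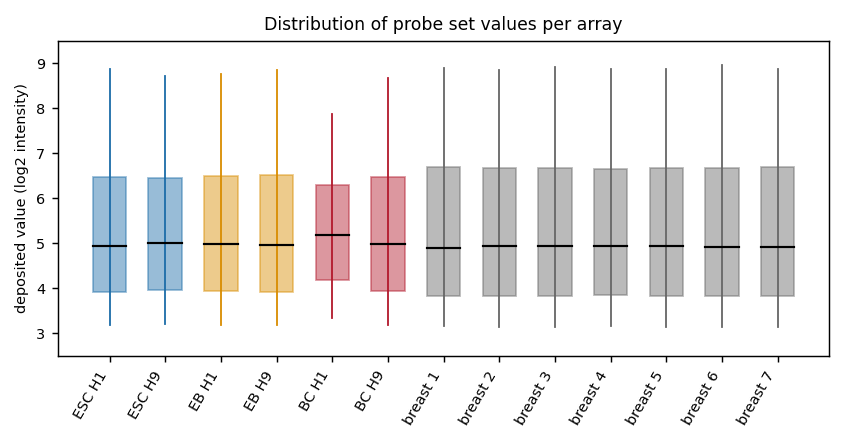
Distribution of the log2 values of each of the 13 arrays (percentiles, log2 units), by group and line. The H1 BC array has a 95th percentile of 7.86, below the 8.68 to 8.96 of the other 12.

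EBs were compared with ESCs to ask which genes changed as differentiation began. NODAL, a secreted growth factor that sustains pluripotency and forms mesoderm, fell from 10.25 ± 0.05 to 6.63 ± 0.06 (-3.63 ± 0.19, adjusted p = 0.0327). A probe set of SOX2, a pluripotency transcription factor, fell from 9.15 ± 0.22 to 4.17 ± 0.18 (-4.98 ± 0.22, adjusted p = 0.0327), whereas the SOX2 probe set that represents the gene by rule, which read only 5.55 in ESCs, did not pass (-0.45 ± 0.28). PRTG, which encodes a membrane protein of early embryos, rose from 5.02 ± 0.07 to 10.61 ± 0.48 (5.59 ± 0.29, adjusted p = 0.0327). SOX2 and PRTG were named after their values were seen, because these were the 3 probe sets past the threshold, 1 higher and 2 lower of 54613. At an unadjusted p under 0.05, 1937 were higher and 1600 lower. With a replicate block for the cell line, NODAL did not pass (adjusted p = 0.0956). Without 1 ESC or EB array limma called 0 probe sets, and the adjusted p of NODAL was 0.741 without H1 ESCs, 0.348 without H9 ESCs, 0.339 without H1 EBs and 0.364 without H9 EBs. The unadjusted counts higher and lower were then 1129 and 696, 1243 and 1603, 1375 and 974, and 1462 and 895 in that order. Without either BC array, which enters only the shared variance, 101 were higher and 30 lower.

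Genes of pluripotency were lower in EBs as a group. Of 22 measured members, none rose, 1 (NODAL) fell and 21 did not pass, and adjusted over the list alone 13 fell. The list's median was -1.72, with 1 member above 0 (camera, adjusted p = 2.55e-19, adjusted p = 0.0551 with an estimated correlation). Genes of the primitive streak and mesoderm, the tissue from which blood arises, had a median of 1.09 over 24 members (1.98 without H9 ESCs; camera, adjusted p = 6.4e-17, adjusted p = 0.101 with an estimated correlation), and 11 rose and 1 fell adjusted over the list alone. HAND1, a transcription factor of extraembryonic mesoderm and heart, read 11.97 ± 0.10 in EBs and 4.79 ± 0.19 in ESCs but did not pass over all genes (7.18 ± 1.06, adjusted p = 0.162), nor did SNAI2, which drives cells to leave an epithelium (5.63 ± 0.96, adjusted p = 0.225). Targets of BMP signalling had the largest median of the 27 lists, 3.58, over 12 members that were all above 0, and 10 rose adjusted over the list alone (camera, adjusted p = 1.1e-18, adjusted p = 0.166 with an estimated correlation). Among them MSX1 differed by 4.86 ± 0.53 and ID2 by 4.76 ± 1.10 without passing over all genes. No member of the mesoderm or BMP list passed over all genes, but without the H1 BC array, which is in neither group, 6 mesoderm and 4 BMP members did, among them HAND1 (adjusted p = 0.0133), SNAI2 (0.0194) and MSX1 (0.0339). Leaving out the H9 BC array instead gave these genes the same values, which is no second test. A lone BC array adds no spread, so the 2 fits are identical for EBs against ESCs, here and below. The differences themselves do not change in these fits, only the shared variance.

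Genes of low-oxygen response, VEGF signalling, HOX patterning and early blood development were higher in EBs as groups by camera at the preset correlation. Fry did not call them (adjusted p = 0.126, 0.175, 0.117 and 0.161 in that order). It did call the mesoderm (fry, adjusted p = 0.00863) and BMP lists (0.0268). The hypoxia list had a median of 1.59 over 16 members (0.70 without H9 EBs), of which 4 rose adjusted over the list alone (camera, adjusted p = 8.8e-10, adjusted p = 0.243 with an estimated correlation). It was written after gene names in the study's supplementary list had been read, so that count is not independent evidence. Its values included MXI1, a MYC antagonist (4.11 ± 0.43), and ANKRD37 (3.98 ± 0.58). VEGF ligands and receptors had a median of 1.44 over 9 members, 5 of which rose adjusted over the list alone (adjusted p = 2.0e-06, adjusted p = 0.352 with an estimated correlation), and the angiogenic factor VEGFA differed by 1.87 ± 0.35. HOX genes had a median of 0.36 over 28 members (0.17 without H1 ESCs, 0.20 without H1 EBs), 4 of which rose adjusted over the list alone (adjusted p = 2.1e-05, adjusted p = 0.315 with an estimated correlation), with HOXB6 at 4.32 ± 0.51. Hematopoietic transcription factors had a median of 0.19 over 18 members, 2 of which rose adjusted over the list alone, LMO2 (3.75 ± 0.50) and GATA2 (2.43 ± 0.26) having the largest values. Their call (adjusted p = 0.0192, adjusted p = 0.352 with an estimated correlation) was lost without H1 ESCs (adjusted p = 0.154). The endothelial list (median 0.37, adjusted p = 0.0059, adjusted p = 0.520 with an estimated correlation) was lost without H9 EBs (adjusted p = 0.0508). The fibroblast and stroma list (median 0.70 over 13 members, adjusted p = 0.013, adjusted p = 0.398 with an estimated correlation) and the immediate early list (median 0.50 over 9 members, adjusted p = 0.0117, adjusted p = 0.352 with an estimated correlation), which mark other cells and handling, were higher in EBs too. The first, with LUM, a matrix proteoglycan, at 5.84 ± 1.06, was lost without H1 ESCs (adjusted p = 0.0898) and without H9 EBs (median 0.18, adjusted p = 0.059), and had a median of 1.22 without H1 EBs. The second was lost without H9 ESCs (adjusted p = 0.0726) and without H1 EBs (adjusted p = 0.0599). No member of these lists passed over all genes, but without either the H1 or the H9 BC array LUM (adjusted p = 0.0194), MXI1 (0.0365), GATA2 (0.0373), VEGFA, HOXB6 and LMO2 (0.0432 each) did.

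Genes that the study chose on these samples, which are not independent evidence, were followed in the same way and none passed over all genes apart from NODAL and the SOX2 probe set above. Without either the H1 or the H9 BC array HAND1, LMO2 and GATA2, as given above, and HEY1 (adjusted p = 0.0194) passed. LEFTY1, an inhibitor of NODAL, differed by -4.24 ± 0.39 (adjusted p = 0.085), the neuropeptide GAL by -2.49 ± 0.35, the surface protein THY1 by -1.19 ± 0.22 and NANOG, a pluripotency factor, by -0.60 ± 0.30. WNT5A, a secreted WNT ligand (4.74 ± 0.42), HEY1, a NOTCH target (3.96 ± 0.27, adjusted p = 0.0603), BMP4, a mesoderm-inducing ligand (3.23 ± 0.33), TBX3, a T-box factor (2.33 ± 0.37), and MYL4, an embryonic myosin light chain (2.61 ± 0.51), were above their ESC levels. Erythroid regulators and the transferrin receptor were close to theirs, at 0.51 ± 0.31 for KLF1, -0.18 ± 0.34 for GATA1, -0.06 ± 0.26 for TAL1 and -0.53 ± 0.36 for TFRC. Here and below, NANOG and TAL1 are each followed on 1 probe set chosen by rule, of 2 and 4. The values of their other probe sets are not given. The immunocytochemistry panel, also chosen by the study, had a median of 0.29 over 16 members (0.50 without H9 ESCs; adjusted p = 0.0036, adjusted p = 0.214 with an estimated correlation). It mixes proteins that the paper found stained in BCs with others it found negative.

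**Figure D2:**
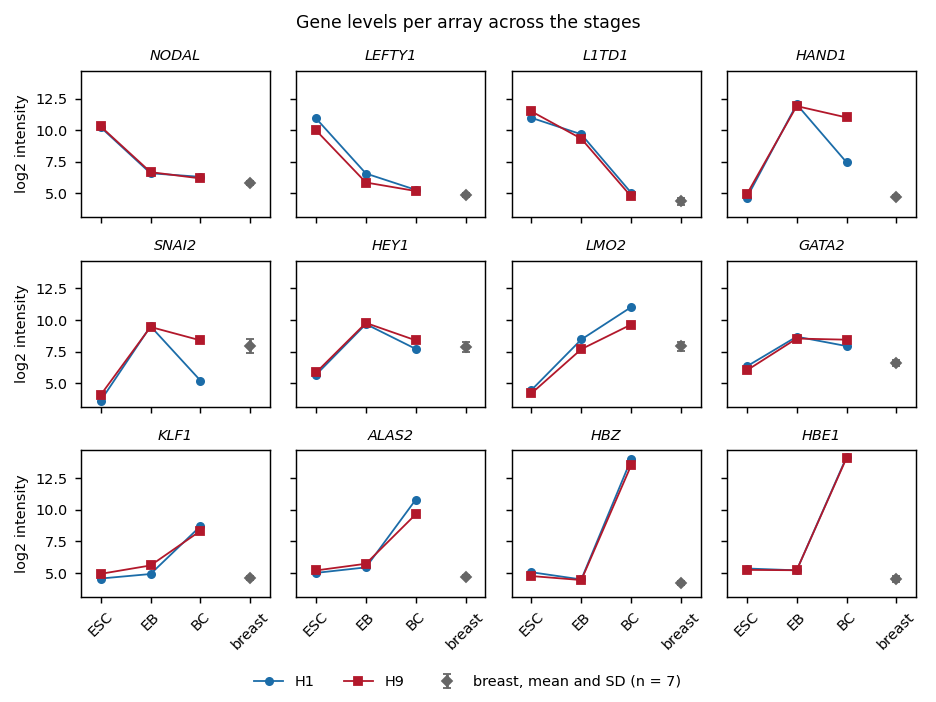
Log2 level of 12 genes in ESCs, EBs and BCs, with points for the H1 and H9 arrays, and in breast. NODAL falls from 10.25 in ESCs to 6.63 in EBs, and HBE1 reaches 14.14 in BCs.

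BCs were compared with EBs to ask what changed when BCs formed. The embryonic globins HBZ and HBE1, which carry oxygen in primitive red cells, rose by 9.30 ± 0.25 (adjusted p = 4.5e-04) and 8.92 ± 0.18 (adjusted p = 2.1e-04), to 13.77 ± 0.34 and 14.14 ± 0.05, from EB readings of 4.47 ± 0.03 and 5.22 ± 0.01 near the middle of the array. Probe sets shared by HBG1 and HBG2, the fetal globins, rose by 8.04 to 8.62 on 3 probe sets, and those shared by HBA1 and HBA2, the alpha globins, by 7.64 to 9.04 on 6. ALAS2, the erythroid enzyme that starts heme synthesis, rose by 4.64 ± 0.40, and FECH, which ends it, by 2.34 ± 0.19. GFI1B (3.85 ± 0.23), NFE2 (3.62 ± 0.32) and HEMGN (3.09 ± 0.27), regulators of red cell and platelet formation, rose as well. SALL1 (-4.62 ± 0.29), L1TD1 (-4.60 ± 0.27), ZIC2 (-4.40 ± 0.33) and TET1 (-4.23 ± 0.23), which act in stem cells or early embryonic tissues, fell, as did the heart progenitor factor ISL1 (-3.72 ± 0.28). PRTG fell by 3.99 and was the 1 probe set that rose in EBs and then fell in BCs (6 without the H1 BC array, 92 without the H9 BC array and 0 without any other single hESC-derived array, with 942 at an unadjusted p).

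Over all probe sets, 25 were higher in BCs than in EBs and 17 lower, covering 12 and 14 named genes. At an unadjusted p under 0.05 the balance was the other way, with 2253 higher and 3521 lower (limma). The median difference of all probe sets was 0.09, and centring each array moved that to -0.03. Of the 19 called genes named by rule, 12 kept their call without the H1 BC array, which gave 104 higher and 17 lower, and NFE2, HBQ1, ZIC2, ISL1, ALPK2, KIF5C and P3H2 lost it (adjusted p = 0.0518 to 0.0695). Without the H9 BC array 2628 were higher and 4036 lower. Without either ESC array 12 were higher and 0 lower, without H1 EBs 8 and 0, and without H9 EBs 5 and 0. In limma's unadjusted counts, 2823 were lower without either ESC array, 2116 without H1 EBs and 2283 without H9 EBs. HBZ and HBE1 were the genes named by rule that kept their call in each of these 4 fits. With a replicate block for the cell line the calls of ALAS2 (adjusted p = 0.0716), NFE2 (0.0578), HEMGN (0.0893), HBM (0.0713), HBQ1 (0.0833), FECH (0.0912), LIX1 (0.063) and P3H2 (0.0912) were lost, with 16 probe sets higher.

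Globins had the largest median of the 27 lists. Of these 6 genes 4 rose, none fell and 2 did not pass (5 rose adjusted over the list alone, 4 without the H1 BC array), with a median of 2.77 (camera, adjusted p = 1.1e-11, adjusted p = 0.101 with an estimated correlation). HBM (2.80 ± 0.25) and HBQ1 (2.46 ± 0.22), minor alpha-like globins, were among those that rose. Of 8 heme synthesis genes 2 rose and 6 did not pass (4 rose adjusted over the list alone, 2 without the H1 BC array), with a median of 1.15 (adjusted p = 2.75e-06, adjusted p = 0.101 with an estimated correlation). Of 18 genes of the erythroid membrane and other red cell proteins 1 rose and 17 did not pass, and adjusted over the list alone 15 rose and 1 fell, with a median of 1.39 (adjusted p = 4.13e-14, adjusted p = 0.0547 with an estimated correlation). Without the H1 BC array 3 of them rose. Of 18 hematopoietic transcription factors 2 rose (7 adjusted over the list alone, 2 without the H1 BC array), with a median of 0.64 (0.996 without the H1 BC array; adjusted p = 3.74e-08, adjusted p = 0.124 with an estimated correlation). KLF1, which switches on globin genes, missed the threshold (3.26 ± 0.31, adjusted p = 0.0505), as did GATA1 (2.17 ± 0.34, adjusted p = 0.165), TAL1 (1.03 ± 0.26, adjusted p = 0.343) and TFRC, which imports iron (1.93 ± 0.36, adjusted p = 0.228). Without the H1 BC array GATA1 passed (2.65, adjusted p = 0.0409).

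The platelet and coagulation lists had positive medians without a called member. The megakaryocyte list had a median of 1.41 over 14 members, 10 of which rose adjusted over the list alone (camera, adjusted p = 2.35e-10, adjusted p = 0.218 with an estimated correlation), and without the H1 BC array 4 rose over all genes and the median was 2.18. PPBP, a platelet chemokine, differed by 2.84 in H1 and by 7.06 in H9, and passed without the H1 BC array (7.12, adjusted p = 0.0059). The coagulation list had a median of 0.51 over 16 members (adjusted p = 1.78e-04, adjusted p = 0.124 with an estimated correlation), none of which passed even adjusted over the list alone, with 3 members past the threshold without the H1 BC array. AFP, a fetal liver and yolk sac protein, differed by 5.07 ± 0.78 (adjusted p = 0.157) and passed without that array (6.30, adjusted p = 0.0207). The endoderm list was called without it (adjusted p = 8.3e-04, against 0.258), as was the fibroblast and stroma list (adjusted p = 8.0e-05, against 0.186).

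Of the groups raised in EBs, the hypoxia, mesoderm, BMP and VEGF lists were lower in BCs, whereas the hematopoietic transcription factors were higher again and HOX genes had a median of 0.03 (adjusted p = 0.869). The endothelial list (median 0.40, adjusted p = 0.00624, adjusted p = 0.520 with an estimated correlation) was higher again too, with a median of 0.22 without the H9 BC array. So was the immunocytochemistry panel (0.89, adjusted p = 0.00194, adjusted p = 0.199 with an estimated correlation). The stroma (adjusted p = 0.186) and immediate early lists (0.0785) were not called. The 2 comparisons share the EB arrays, so part of a fall after a rise may come from these. The hypoxia list had a median of -2.55, 14 of 16 members fell adjusted over the list alone and none passed over all genes (camera, adjusted p = 1.81e-11, adjusted p = 0.223 with an estimated correlation). Without the H1 BC array 1 member fell and the median was -1.58. BNIP3, a mitophagy receptor, differed by -3.68 ± 0.51 and ANKRD37 by -4.23 ± 0.58. Of 24 mesoderm genes 1 (ISL1) fell and 23 did not pass (9 adjusted over the list alone, none over all genes without the H1 BC array), with a median of -1.14 (-1.84 without the H9 BC array; adjusted p = 8.28e-09, adjusted p = 0.161 with an estimated correlation). BMP targets had a median of -1.81 (-0.79 without the H1 and -2.81 without the H9 BC array), and 3 of 12 fell adjusted over the list alone (adjusted p = 5.34e-06, adjusted p = 0.361 with an estimated correlation). The VEGF list (median -0.98, adjusted p = 0.013, adjusted p = 0.554 with an estimated correlation) was lost without the H1 BC array (median 0.04, adjusted p = 0.608) and without H9 EBs (adjusted p = 0.07), and its median was -1.71 without the H9 BC array. VEGFA differed by -2.88 ± 0.35 (adjusted p = 0.0957) and passed without the H1 BC array (-2.37, adjusted p = 0.0409). The cell cycle and pluripotency lists, not raised in EBs, were lower too. The cell cycle list had a median of -0.81 over 24 members with none past the threshold (-0.32 without the H1 and -1.40 without the H9 BC array; adjusted p = 1.16e-04, adjusted p = 0.503 with an estimated correlation). Of 22 pluripotency genes 1 (L1TD1) fell (5 adjusted over the list alone, 1 without the H1 BC array), with a median of -0.87 (adjusted p = 1.27e-04, adjusted p = 0.166 with an estimated correlation).

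BCs were compared with ESCs to ask what distinguished them from the undifferentiated cells. HBZ (8.85 ± 0.25, adjusted p = 4.8e-04) and HBE1 (8.84 ± 0.18, adjusted p = 2.4e-04) rose the most among named genes. LMO2, a partner of TAL1 in blood and endothelial precursors, rose from 4.33 ± 0.19, below the middle of the array, to 10.33 ± 0.98 (6.00 ± 0.50, adjusted p = 0.0218). ALAS2 (5.12 ± 0.40), NFE2 (3.94 ± 0.32), GFI1B (3.77 ± 0.23), KLF1 (3.77 ± 0.31) and SLC4A1, the red cell anion exchanger (3.09 ± 0.31), rose too, as did SMAD6, an inhibitor of BMP signalling (3.90 ± 0.36). L1TD1, an RNA-binding protein of pluripotent cells, fell from 11.23 ± 0.36 to 4.90 ± 0.21 (-6.33 ± 0.27, adjusted p = 0.0028). GAL (-5.56 ± 0.35), LEFTY1 (-5.22 ± 0.39), SFRP2, a WNT antagonist (-5.17 ± 0.34), and NODAL (-4.02 ± 0.19) fell. A probe set shared by POU5F1, its relative POU5F1B and pseudogenes, POU5F1 being a core pluripotency factor, fell from 11.25 ± 0.88 to 6.24 ± 0.17 (-5.01 ± 0.42, adjusted p = 0.0219).

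Over all probe sets 43 were higher in BCs than in ESCs and 97 lower, covering 19 and 71 named genes. Without the H1 BC array 331 were higher and 113 lower, and without the H9 BC array 1808 and 3712. Without H1 ESCs 11 were higher and 5 lower, without H9 ESCs 9 and 5, and without either EB array 16 and 21. Of the 27 called genes named by rule, 25 kept their call without the H1 BC array (MIR302B, at adjusted p = 0.0638, and the pseudogene POU5F1P4, at 0.0572, lost it). Without either EB array 9 kept it, HBZ, HBE1, NFE2, MIR302B, L1TD1, GAL, ZIC2, SFRP2 and NODAL (adjusted p = 0.0546 to 0.14 for the others). Without H1 ESCs HBZ, HBE1 and L1TD1 kept it, and without H9 ESCs these and POU5F1P4 (adjusted p = 0.0748 to 0.414 for the others). With a replicate block the calls of SLC4A1 (adjusted p = 0.0624), FECH (0.0634), LCK (0.0664) and JUNB (0.0626) were lost, and PROS1 gained one (0.0331). The median of all probe sets was 0.09, and -0.03 after centring.

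Pluripotency genes fell most as a group. Of 22 members none rose, 6 fell and 16 did not pass (18 fell adjusted over the list alone, 7 over all genes without the H1 BC array), with a median of -3.57 (camera, adjusted p = 3.89e-18, adjusted p = 0.0551 with an estimated correlation). POLR3G, a polymerase subunit of stem cells, fell by 4.37. The 1 of 2 NANOG probe sets that represents the gene did not pass (-1.03 ± 0.30, adjusted p = 0.317), whereas the paper lists NANOG among the genes that fell. Of 18 erythroid genes 2 rose and 16 did not pass (14 adjusted over the list alone, 7 over all genes without the H1 BC array), with a median of 1.43 (adjusted p = 1.04e-14, adjusted p = 0.0547 with an estimated correlation). Of 6 globins 3 rose (4 adjusted over the list alone, 4 without the H1 BC array; median 2.69, adjusted p = 9.95e-11, adjusted p = 0.104 with an estimated correlation), and of 8 heme synthesis genes 2 (5 adjusted over the list alone, 2 without the H1 BC array; median 1.54, adjusted p = 9.85e-07, adjusted p = 0.101 with an estimated correlation). Of 18 hematopoietic transcription factors 4 rose and 14 did not pass (12 adjusted over the list alone, 8 over all genes without the H1 BC array), with a median of 1.11 (adjusted p = 2.33e-11, adjusted p = 0.101 with an estimated correlation). GATA2 (2.01 ± 0.26, adjusted p = 0.0691) and GATA1 (1.99 ± 0.34, adjusted p = 0.137) were above their ESC levels and passed without the H1 BC array (adjusted p = 0.0377 and 0.027). TAL1 (0.97 ± 0.26) and TFRC (1.40 ± 0.36) did not pass in either fit. The TAL1 value is from 1 of its 4 probe sets, whereas the paper places TAL1 among its largest increases.

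Vascular and platelet genes had positive medians with no called member. The megakaryocyte list (median 1.32, 10 of 14 rising adjusted over the list alone; adjusted p = 3.6e-09, adjusted p = 0.230 with an estimated correlation) had 8 members that rose over all genes without the H1 BC array, and a median of 2.15. The endothelial list (median 0.75, 7 of 21 adjusted over the list alone; adjusted p = 1.22e-06, adjusted p = 0.342 with an estimated correlation) then had 4 and a median of 1.16 (0.29 without the H9 BC array), and the coagulation list (median 0.70, 2 of 16 adjusted over the list alone; adjusted p = 7.11e-06, adjusted p = 0.101 with an estimated correlation) also 4. LUM differed by 6.24 ± 1.06 (adjusted p = 0.13) and passed without the H1 BC array (8.01, adjusted p = 0.011). The fibroblast list, with a median of 0.96 (2.80 without the H1 BC array; adjusted p = 0.0019, adjusted p = 0.336 with an estimated correlation), was lost without the H9 BC array (median 0.49, adjusted p = 0.113). HEY1 (2.29 ± 0.27, adjusted p = 0.0588) and MYL4 (3.72 ± 0.51, adjusted p = 0.0809) were above their ESC levels, and BMP4 (0.48 ± 0.33), WNT5A (0.99 ± 0.42) and TBX3 (1.10 ± 0.37) were nearer to them. OTX2, a forebrain factor, fell (-3.05 ± 0.26) while the neuroectoderm list had a median of 0.04, a mean of -0.34 and a downward test that did not pass (adjusted p = 0.771). LCK, a kinase best known in T cells, fell (-3.32 ± 0.36), and the lymphoid list had a median of 0.20, a mean of -0.06 and an upward test that did not pass (adjusted p = 0.480). The immunocytochemistry panel, chosen by the study and so not independent evidence, had 1 member that rose over all genes and 8 that rose adjusted over the list alone, with a median of 1.31. Because some of its proteins were negative by staining in BCs, such as that of PECAM1 (3.04 ± 0.68), higher values of the panel as a whole do not match the staining.

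**Figure D3:**
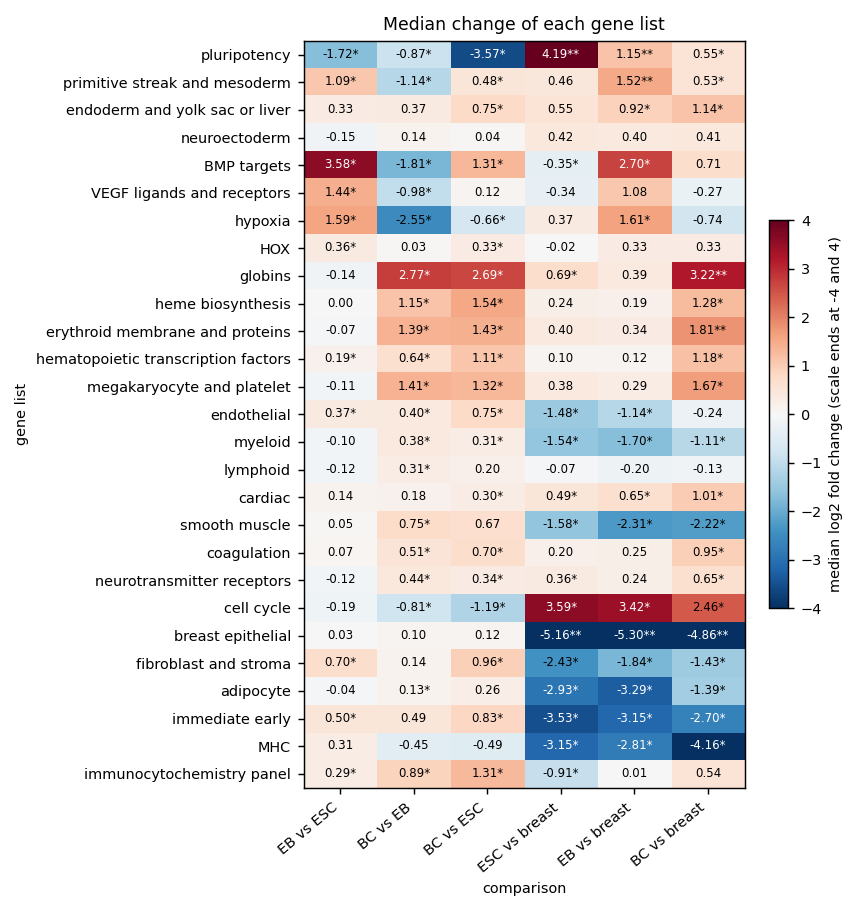
Median log2 fold change of each of the 27 gene lists in the 6 comparisons, with * for a camera call at the preset correlation and ** for one that also holds with an estimated correlation. The pluripotency list is at -1.72 in EBs against ESCs and at 4.19 in ESCs against breast.

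Each stage was then compared with breast, which served the study as a reference tissue that BCs do not form. The hESC-derived and the breast arrays came from separate earlier series, so a difference between laboratories cannot be told apart from that between the cells. Against breast, ESCs had higher LIN28A, an inhibitor of let-7 processing (11.24 ± 0.13 against 3.29 ± 0.14; 7.95 ± 0.62, adjusted p = 2.7e-06), L1TD1 (6.87 ± 0.20), DPPA4, a chromatin protein of pluripotent cells (6.57 ± 0.36), TRIM71, a stem cell RNA-binding protein (6.55 ± 0.23), and DNMT3B, a DNA methyltransferase (6.38 ± 0.23). MGP, a matrix protein of mineral balance (3.96 ± 0.34 against 13.23 ± 0.33; -9.27 ± 0.26, adjusted p = 2.6e-09), the mammary secretory gene SCGB2A2 (-8.24 ± 0.82) and the basal keratin KRT14 (-7.33 ± 0.32) were lower. NANOG (1.54 ± 0.18), LEFTY1 (5.57 ± 0.24) and NODAL (4.44 ± 0.12) were higher. The NANOG probe set used read 6.92 ± 0.17 in breast, and the paper lists NANOG among its largest differences from breast. Of all probe sets 10546 were higher and 8147 lower. Without H1 ESCs these were 6160 and 5302, and without H9 ESCs 5910 and 5014. Of the 119 called genes named by rule, 96 and 98 kept their call in those fits.

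Of 22 pluripotency genes 21 were higher in ESCs, none lower and 1 did not pass (22 adjusted over the list alone), with a median of 4.19 (camera, adjusted p = 5.2e-15, adjusted p = 0.0042 with an estimated correlation). All 24 cell cycle genes were higher, among them RRM2 (5.79), which makes nucleotides for DNA synthesis, and CDC20 (5.32), an activator of anaphase (median 3.59, adjusted p = 1.3e-15, adjusted p = 0.125 with an estimated correlation). Of 21 breast epithelial genes 20 were lower (median -5.16, adjusted p = 2.6e-17, adjusted p = 0.0020 with an estimated correlation). Other genes of tissue cells were lower as well, 10 of 13 fibroblast genes (median -2.43, adjusted p = 2.6e-06, adjusted p = 0.184 with an estimated correlation), 6 of 10 smooth muscle genes (median -1.58, adjusted p = 5.6e-05, adjusted p = 0.214 with an estimated correlation) and 6 of 11 adipocyte genes, including FABP4, a fatty acid carrier (-6.62 ± 0.65; median -2.93, adjusted p = 3.3e-04, adjusted p = 0.398 with an estimated correlation). Of 21 endothelial genes 12 were lower and 3 higher, and of 14 myeloid genes 10 were lower, among them CD14, a monocyte receptor (-4.01). All 7 MHC genes were lower (median -3.15, adjusted p = 1.1e-06, adjusted p = 0.0867 with an estimated correlation), as were all 9 immediate early genes, which respond to stress and tissue handling, with FOS at -5.08 ± 0.77 (median -3.53, adjusted p = 1.2e-06, adjusted p = 0.223 with an estimated correlation). The breast arrays spanned 9.76 to 10.47 in the mean of the breast epithelial list, 8.87 to 10.20 for fibroblasts, 6.18 to 8.96 for adipocytes, 6.38 to 7.44 for endothelium, 6.40 to 7.41 for myeloid cells and 4.99 to 6.20 for lymphoid cells.

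**Figure D4:**
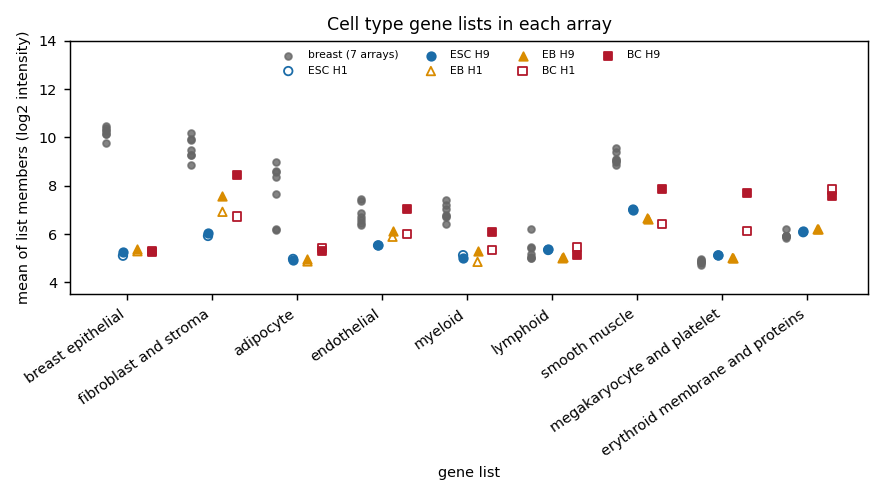
Mean log2 level of the genes of each cell-type list on each of the 13 arrays. The 7 breast arrays span 6.18 to 8.96 for the adipocyte list and 9.76 to 10.47 for the breast epithelial list.

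In EBs, HAND1 (11.97 ± 0.10 against 4.74 ± 0.14; 7.23 ± 0.59, adjusted p = 5.5e-06), HAPLN1, a linker of the hyaluronan matrix (6.97 ± 0.30), HMGA2, an embryonic chromatin protein (5.88), FBN2, an embryonic fibrillin (5.71), and ACTC1, cardiac actin (5.67 ± 0.41), were higher than in breast. PRTG was higher too (6.12 ± 0.31). Of 24 mesoderm genes 19 were higher, none lower and 5 did not pass (21 adjusted over the list alone), among them ISL1 (4.97 ± 0.15) and FOXF1, a factor of lateral mesoderm (4.01), with a median of 1.52 (camera, adjusted p = 4.2e-10, adjusted p = 0.0204 with an estimated correlation). Of 12 BMP targets 8 were higher and 1 lower (11 and 1 adjusted over the list alone), including MSX1 (4.53) and BAMBI, a decoy receptor (3.22), with a median of 2.70 (adjusted p = 6.2e-05, adjusted p = 0.243 with an estimated correlation). Of 16 hypoxia genes 12 were higher, with the glucose transporter SLC2A3 at 5.37 and BNIP3 at 3.03 (median 1.61, adjusted p = 7.0e-05, adjusted p = 0.252 with an estimated correlation). Of 20 cardiac genes 9 were higher and 1 lower (median 0.65, adjusted p = 8.0e-04, adjusted p = 0.164 with an estimated correlation), and of 22 pluripotency genes 14 were higher (median 1.15, adjusted p = 3.7e-08, adjusted p = 0.0237 with an estimated correlation). KDR (3.14 ± 0.46) and FLT1 (2.70, with 1 of 6 probe sets past the threshold the other way), receptors for VEGF, were higher. The VEGF list (5 of 9 higher, median 1.08) was not called (adjusted p = 0.140). SLC25A37, a mitochondrial iron importer, was lower on the probe set that represents it (-1.87), but 1 of its 10 probe sets passed the threshold the other way. Opposite probe sets short of the threshold were not counted, and the mean over the 10 was 0.03 (adjusted p = 0.949). Of all probe sets 7267 were higher and 6528 lower, 3933 and 3925 without H1 EBs, and 3790 and 3804 without H9 EBs, where 96 and 90 of the 114 called genes named by rule kept their call.

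The embryonic globins were the genes furthest above breast in BCs, and probe sets shared by HBG1 and HBG2 were higher by 7.97 to 8.46. HBE1 (14.14 ± 0.05 against 4.55 ± 0.24; 9.60 ± 0.16, adjusted p = 9.0e-12) and HBZ (9.52 ± 0.15) were higher, followed among genes with a probe set of their own by TAC3, a tachykinin neuropeptide (5.77 ± 0.51), ALAS2 (5.52 ± 0.23) and PF4, a platelet chemokine (5.45 ± 0.67, 3.58 in H1 and 7.32 in H9). The HBA1 and HBA2 probe sets read 9.87 to 10.53 in breast. All 6 globins were higher with and without the H1 BC array (median 3.22, camera, adjusted p = 6.02e-07, adjusted p = 0.0204 with an estimated correlation). Of 18 erythroid genes 16 were higher, none lower and 2 did not pass (17 adjusted over the list alone, 15 without the H1 BC array), including SLC4A1 (3.63) and ANK1, a membrane skeleton anchor (3.12), with a median of 1.81 (adjusted p = 5.21e-10, adjusted p = 0.0204 with an estimated correlation). Of 8 heme genes 6 were higher (5 without the H1 BC array; median 1.28, adjusted p = 6.65e-04, adjusted p = 0.0551 with an estimated correlation). Of 18 hematopoietic transcription factors 12 were higher and 3 lower (12 and 2 without the H1 BC array), among them GFI1B (4.09 ± 0.15), KLF1 (3.94), GATA1 (2.27 ± 0.20), GATA2 (1.61) and TAL1 (1.61), while MYB, a regulator of definitive blood progenitors, was lower (-2.80; median 1.18, adjusted p = 2.61e-04, adjusted p = 0.101 with an estimated correlation). LMO2 (2.40), TFRC (2.52) and MYL4 (4.48) were higher.

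Of 14 megakaryocyte genes 12 were higher (13 without the H1 BC array), with PPBP at 5.01 ± 0.72 (2.83 in H1 and 7.18 in H9) and the platelet receptor CLEC1B at 2.79 (1.81 and 3.76; median 1.67, camera, adjusted p = 1.9e-06, adjusted p = 0.166 with an estimated correlation). Of 16 coagulation genes 10 were higher and 1 lower (10 and 0 without the H1 BC array), with the fibrinogen chains FGA (3.64 ± 0.64, 1.76 in H1 and 5.51 in H9) and FGB (3.51, 1.61 and 5.42) leading (median 0.95, adjusted p = 0.0020, adjusted p = 0.105 with an estimated correlation). Of 13 endoderm genes 8 were higher with and without that array, among them APOA2 (5.28 ± 1.03, 3.10 in H1 and 7.46 in H9) and AFP (4.84 ± 0.86), and the list's call (adjusted p = 0.0309, adjusted p = 0.459 with an estimated correlation) was lost without the H9 BC array (adjusted p = 0.202). Of 20 cardiac genes 15 were higher (14 without the H1 BC array; median 1.01, adjusted p = 7.5e-05, adjusted p = 0.104 with an estimated correlation). Of 14 neurotransmitter receptors, a group the study drew from these samples and so not independent evidence, 11 were higher (6 without the H1 BC array), by small amounts such as 1.19 ± 0.16 for HTR4, a serotonin receptor (median 0.65, adjusted p = 2.13e-04, adjusted p = 0.101 with an estimated correlation). Other genes with breast levels in the same range had a median of 0.43.

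All 21 breast epithelial genes were lower in BCs (20 without the H1 BC array; median -4.86, camera, adjusted p = 6.97e-15, adjusted p = 0.0026 with an estimated correlation), with KRT14 at -7.18 and the epithelial factor EHF at -6.75. All 7 MHC genes were lower (6 without the H1 BC array), including the class II chain HLA-DRA (-5.71), and 8 of 9 immediate early genes (5 without it). Of 24 cell cycle genes 21 were higher in either case (median 2.46, adjusted p = 1.7e-10, adjusted p = 0.214 with an estimated correlation). Of 14 myeloid genes 3 were higher and 7 lower (0 and 3 without the H1 BC array), and the call (adjusted p = 0.0227, adjusted p = 0.405 with an estimated correlation) was lost without the H9 BC array (adjusted p = 0.0683). VEGFA was lower (-1.34) and did not pass without the H1 BC array (-0.83, adjusted p = 0.10). The lymphoid list had a median of -0.13 with an upward test that did not pass (adjusted p = 0.885). Of all probe sets 15901 were higher in BCs and 9742 lower, 6689 and 5246 without the H1 BC array, and 97 of the 114 called genes named by rule kept their call. The median of all probe sets was 0.16, and the share of called probe sets that were higher was 62.0%. Centring each array moved these to -0.01 and 45.9% (10038 higher, 11809 lower).

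Subtracting the breast comparison of one stage from that of another gave sets enriched at a stage, each relative to 1 other stage and not shown to be specific to it. The ESC-enriched set, higher in ESCs than in breast and not in BCs, held 4021 probe sets. The EB-enriched set, higher in EBs than in breast and not in ESCs, held 2351, and the BC-enriched set, higher in BCs than in breast and not in ESCs, held 9376. Without the H1 BC array the BC-enriched set held 1712, of which 1344 were in the set from all arrays, and the ESC-enriched set 9241. Without H1 ESCs the ESC-enriched set held 1920 and the EB-enriched set 3530, and without H9 ESCs the EB-enriched set held 3943. Without H1 EBs it held 1118 and without H9 EBs 1083. In the BC-enriched set 72.8% of the probe sets lay below the median breast level (61.7% without the H1 BC array), against 36.9% in the ESC-enriched set (54.6% without the H1 BC array). Probe sets higher in both ESCs and BCs than in breast numbered 6525 (4977 without the H1 BC array, 4240 without H1 ESCs, 3196 without H9 ESCs), where independent lists of the same sizes would share 3071. Because both comparisons used the same breast arrays, the breast arrays were also split between them in 70 ways, which gave a median of 4131.5 (3592 to 4583) against 1733 for independent lists. At an unadjusted p, 9635 were higher in both, against 140.4 on average and 156 at most in 20 simulations without group differences, and 5013 for independent lists.

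**Figure D5:**
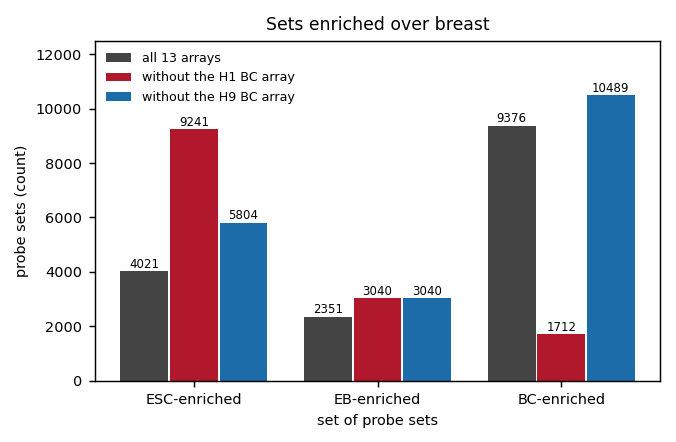
Numbers of probe sets in the ESC-, EB- and BC-enriched sets with all arrays and without single arrays. The BC-enriched set falls from 9376 to 1712 without the H1 BC array.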

Values the study reported

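The study reported 128 genes up-regulated and 87 down-regulated from ESCs to EBs. From ESCs to BCs it reported 107 up and 267 down, and from EBs to BCs 82 up and 185 down. Against breast epithelium it reported 2,108 ESC-enriched, 939 EB-enriched and 2,735 BC-enriched genes, the last obtained after removing 965 of 3,700 that were up in BCs.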

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

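The comparisons of single arrays below used a test fixed before the data were examined. Of 34 measures on the 7 breast arrays, 3 had an array far from the others, with a gap over the range above Dixon's critical value for 7 arrays, and chance marks about 1 in 20 groups. The lowest mean level of the primitive streak and mesoderm list was 5.56, with the other 6 arrays between 5.64 and 5.69 (gap over range 0.608). The highest mean level of the erythroid membrane and proteins list was 6.21, with the others between 5.81 and 5.94 (0.688). The highest mean level of the lymphoid list was 6.20, with the others between 4.99 and 5.45 (0.622).

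The mean of the smooth muscle list in BCs against ESCs was -0.61 in H1 and 0.87 in H9, and the difference was not tested, with 1 array per stage and line. The H1 value rests on the H1 BC array, where genes with mean levels of 8 to 12 read lower than on the H9 BC array (medians of -1.03 to -1.22). Without that array the list was called higher (adjusted p = 0.00182, against 0.188 with all arrays).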

How the results depend on the processing

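The alternatives with B above 0 and a BC array left out and the crossed block were chosen after seeing the data. Of 7454 gene results under alternatives, 6812 kept their side of the threshold, 252 came to pass it, 389 no longer did and 1 called result reversed. That was SLC25A37 in EBs against breast, whose mean over probe sets was 0.032. Results that passed in neither fit counted as kept even where their sign changed. Without the H1 BC array, for example, THY1 in BCs against EBs went from 0.14 to -0.06. Of 1944 list results 1712 kept their side of the threshold, 47 came to pass it, 185 no longer did and 0 called results reversed. Sign changes of uncalled lists were not counted here either, such as the HOX median in BCs against EBs (0.03, and -0.17 without the H1 BC array). The cause of the changes below was not tested. Counts follow as higher and lower. Without the dim probe sets they were 23 and 8 (EBs against ESCs), 28 and 44 (BCs against EBs), and 63 and 169 (BCs against ESCs). Against breast they were 5678 and 6712 (ESCs), 4309 and 5460 (EBs), and 5571 and 8356 (BCs). At each stage more were then lower than higher, the reverse of the result over all probe sets. The sets held 1204 EB-enriched, 2686 BC-enriched, 2885 higher in both ESCs and BCs, and 12 up then down. Quantile normalization gave 2 and 1 for EBs against ESCs. Centring gave 0 higher there (1818 unadjusted, limma), 8 lower for BCs against EBs, 63 lower for BCs against ESCs, 10038 higher for BCs against breast, 5294 BC-enriched and 0 up then down. With trend and robust the counts were 82 and 33 (EBs against ESCs), 58 and 103 (BCs against EBs), 102 and 227 (BCs against ESCs), and 37 up then down. With all 13 arrays, or only those compared, they were 660 and 480, 673 and 1651, 875 and 2413 in the same order, 11062 higher for EBs against breast, and 311 up then down. With the cell line as a replicate block they were 2 and 1 (EBs against ESCs) and 16 higher (BCs against EBs), with 2 up then down. The block also changed the calls given with the results, and brought the endoderm list in EBs against ESCs (adjusted p = 0.0249), the adipocyte list in BCs against ESCs (0.039) and the hypoxia list in BCs against breast (0.0346) past the threshold and CD2 in EBs against breast to 0.05. It changed no other call of a named gene or list. Counts of probe sets moved too, by less than 1.5 times where not given, for example to 40 higher and 87 lower for BCs against ESCs. The crossed block gave 22 higher and 65 lower for BCs against ESCs. B above 0 gave 139 and 95 (EBs against ESCs), 83 and 199 (BCs against EBs), 115 and 285 (BCs against ESCs), and against breast 3054 and 3535 (ESCs), 2220 and 2824 (EBs), and 3664 and 3745 (BCs), with 2106 ESC-enriched, 926 EB-enriched, 2716 BC-enriched, 948 higher in both and 64 up then down. For BCs against breast it gave 1723 and 2002 without the H1 BC array (804 BC-enriched) and 7615 and 5377 without the H9 BC array (6396 BC-enriched). Camera with an estimated correlation called 8 of the 99 list tests. Leaving out single arrays, which leaves 1 array in a group of 2 and assumes that it varies like the other groups, gave ranges of 0 to 101 higher and 0 to 30 lower (EBs against ESCs), 5 to 2628 and 0 to 4036 (BCs against EBs), 9 to 1808 and 5 to 3712 (BCs against ESCs), 5910 to 14218 and 5014 to 9398 (ESCs against breast), 3790 to 10525 and 3804 to 7824 (EBs against breast), and 6689 to 18903 and 5246 to 11010 (BCs against breast). The ranges were 1920 to 9241 ESC-enriched, 1083 to 3943 EB-enriched, 1712 to 12529 BC-enriched, 3196 to 8414 higher in both, 0 to 92 up then down, and 83 to 100 list calls. Low signal limits what the dim probe sets can show.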

Other observations

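Further values of single genes and gene groups follow, some of them for groups described above. In ESCs against breast, 4 of 6 globins were higher (median 0.69, camera, adjusted p = 0.0414, adjusted p = 0.223 with an estimated correlation), a call lost without H1 ESCs (adjusted p = 0.0735) and without the H9 BC array (adjusted p = 0.0514). In EBs against breast, 9 of 28 HOX genes were higher and 3 lower, including HOXB6 (3.46) and HOXB8 (2.35), both of which pattern the trunk. In BCs against ESCs, JUNB, an immediate early transcription factor, rose by 2.09 ± 0.20. The mean levels of the stroma list were 8.46 on the H9 and 6.72 on the H1 BC array, those of the endoderm list 7.43 and 5.79, and those of the megakaryocyte list 7.68 and 6.13. The adipocyte list was lower in BCs than in breast, with 5 of 11 members called (3 without the H1 BC array; median -1.39, and -2.21 without the H9 BC array), and its camera call (adjusted p = 0.00595, adjusted p = 0.503 with an estimated correlation) was lost without the H9 BC array (adjusted p = 0.0939).

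Tests of 3 patterns follow, each a hypothesis found and tested on the same data. The tests of a stage-independent line difference, of bright probe sets (by level-matched genes), of carry-over, of the H1 BC array alone and of the laboratories, and the 2 values of the raised floor without a BC array, were chosen only after the result was seen, and related values had been seen before the other tests were written.

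The BC-enriched set held 10489 probe sets with H1 and 1712 with H9 as the lone BC array, and 1037 were in both. After quantile normalization, which gives all arrays the same distribution, the ratio was still 4.37 (7784 against 1780), which argues against the narrower distribution of the H1 BC array as the whole cause. The H1 minus H9 difference in BCs correlated at 0.0017 with that in ESCs across BC-enriched probe sets. Of these 72.8% lay below the median breast level, where readings are not shown to be above background. This value therefore cannot decide whether the lines differ at every stage. Across all probe sets, the deviations of the same line correlated at 0.14 between EBs and BCs and -0.13 between ESCs and BCs. The share of probe sets below the median breast level was 35.9 percentage points larger in the BC-enriched than in the ESC-enriched set. It was 7.1 points larger without the H1 BC array and 38.1 points larger without the H9 BC array. The ESC-enriched set leaves out probe sets called in BCs, so it changes with the BC arrays too. Without the H1 BC array its share rose from 36.9% to 54.6%, and that of the BC-enriched set fell from 72.8% to 61.7%. The drop to 7.1 points therefore does not measure the BC-enriched set alone. The fall in the BC-enriched share goes with a raised floor of dim probe sets on the H1 BC array and does not show its cause. A difference between the H1 and H9 BCs themselves stays open and was not tested, with 1 array per line.

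Of 56 platelet, coagulation, stroma and liver genes, 28 were higher on the H9 than on the H1 BC array by at least 2-fold and 0 were lower by as much. The median H1 minus H9 difference was -2.37 for the stroma list, -1.46 for platelets, -1.03 for endoderm and liver and -0.21 for coagulation, whose mean level was 6.90 on the H9 and 5.96 on the H1 BC array. Lower values on H1 were not particular to these lists, as 11 of the 27 lists had a median H1 minus H9 difference below -0.5, among them MHC (-1.73), smooth muscle (-1.71) and BMP targets (-1.56). Low readings of bright probe sets on the H1 BC array stay open, since other genes matched in level had a median of -0.36, against -0.97 over the 56 genes (remainder -0.64 ± 0.31, SE), whereas 32 red cell genes had a median of 0.28. EB cells carried over into the H9 BCs are argued against by the 14.29% of the raised members (4 of 28) that read at least as high in H9 EBs. A difference between the lines in the cells that formed is a candidate explanation that stays open too, as 1 array per line cannot test it.

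Neurotransmitter receptors were higher in BCs than in breast, with a median of 0.65 over 14 genes. An offset of dim probe sets could account for much of this, since 8688 other genes in the same range of breast levels (3.70 to 6.42) had a median of 0.43. The H1 BC array alone is argued against by the median of 0.48 without it. The other genes in the same range then had a median of 0.25. Against breast, a difference between laboratories cannot be told apart from one between cells, because all breast arrays come from another series. ESCs against breast gave 0.36, against 0.29 for the other genes. Within the hESC-derived arrays the list's median was 0.44 in BCs against EBs and 0.34 in BCs against ESCs. In each, 13 of 14 members were above 0 (camera, adjusted p = 2.38e-04 and 0.00362, 0.243 and 0.316 with an estimated correlation). Without the H1 BC array these medians were 0.27 and 0.17. A laboratory difference does not enter these stage values, but an offset of dim probe sets can. No test here separates these explanations from expression of the receptors in BCs.

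Probe sets that rose in EBs and then fell in BCs numbered 942 at an unadjusted p. In 20 simulations without group differences, in which the 2 comparisons share the EB arrays too, they numbered 345.65 on average and 381 at most. Independent lists of the same sizes would share 124.9. The simulations leave out real effects and the independent lists leave out the shared arrays, so the excess over either does not measure a change common to both comparisons.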
